A study of Mus musculus with 192 samples.

How the data were processed

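Single mouse embryonic fibroblasts (MEFs, primary connective-tissue cells grown out of mouse embryos) of strain C57BL/6 were profiled by single-cell start-site sequencing, which reads the 5′ ends of polyadenylated RNA so that each read marks where transcription began. Per the labels, all 192 cells received interferon-beta (IFN-beta, a secreted antiviral protein that switches on a defined set of genes) at 100 U/ml for 1 h. The labels put 96 cells in a naïve group and 96 in a pretreated group. They do not say what the pretreatment was, and they name no animal, culture or plate. The cell number in each title only names a cell.

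Each cell had 1 deposited peak file. Per the file headers, peaks were called in each cell separately with HOMER findPeaks in its start-site mode, on each strand separately, with a peak width of 150 bp, at least 300 bp between peaks, and a minimum of 200 tags per 10000000 tags of the cell. The HOMER score of every listed peak, scaled to 10000000 tags, reached this minimum. The listed signal, from which the tags used here were recovered, was below it in 5175 peaks (0.48%), the lowest at 110.0. Peaks also had to hold at least 2 times the tag density of the surrounding 10000 bp, with a Poisson p of at most 1e-04 for that excess, per the file headers. The deposited signal of a peak is its tag count scaled to 10000000 tags of the cell, per the file headers. The deposited focus ratio of each peak, a fraction from 0 to 1, is HOMER's share of the peak's tags close to its main position. The aligner, the read filters and the handling of duplicates are not stated, and no molecular identifiers are mentioned. A tag is therefore a read, not a molecule, and every interval given here covers counting error only.

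The total tags of each cell stand in its file header, so the scaled signal was turned back into tags as value times total divided by 10000000. All 1082504 peaks came out within 0.1 of a whole number or within the rounding of the deposited value, and the recovered 426263116 tags equal the number of tags in peaks that the headers give. Because only called peaks are listed, a gene or site at 0 tags in a group is described as listed at 0, and no fold is given against it. Library depth was taken from the header totals, not from the listed peaks.

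Start-site clusters came from 3 deposited tables that annotate the same 553094 windows of 150 bp on genome build mm9 with GENCODE, RefSeq or UCSC genes, using HOMER annotatePeaks per the file headers. Every window is listed on the + strand in these tables, so the strand was taken from the peaks of the cells. All 1080791 peaks on the 21 chromosomes of the tables start within 2 bp of a window start, and each peak was given to its nearest window. The 1314 peaks on the mitochondrial chromosome and the 399 on unplaced or random sequence lie outside the tables and are in no gene value. Distances from the cluster to the nearest annotated start, in base pairs, are as deposited. A pair of deposited matrices with 384 columns of per-cell values that carry no names was not used here.

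The GENCODE table names transcripts. Of 44384 transcript identifiers, 38980 (87.8%) were matched to gene symbols and strands in GENCODE vM21. That release is on a later genome build, so none of its coordinates are printed. Peaks whose strand was that of the gene counted for the gene (its gene tags). The UCSC table gave no gene symbols and was used for tag locations only.

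Cells with fewer than 10% of the median total of the 192 cells (230562.75 tags) were left out, which removed 4 naïve and 11 pretreated cells and kept 92 and 85. No cell repeated another's totals. Tags were summed over the cells of a group and scaled to CPM (tags per 1000000 gene tags), and the log2 ratio is pretreated over naïve with 0.5 tag added to each sum. Sums carry exact Poisson intervals and shares exact (Clopper-Pearson) binomial intervals, both at 95%. Since each GEO sample is 1 cell and no independent culture is named, each group counts as 1 sample, and no test between the groups was run. The differences below have no replicate check.

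The design and the alternatives were fixed before the data were examined and assumed a table of raw counts; the files held scaled signal, and the recovered tags took the counts' place. The interferon list held 95 genes known to respond to interferon, written down at the same time. Its median log2 ratio was taken over list genes with at least 50 CPM in either group and ranked among 10000 random lists of the same size matched on mean expression in 20 bins. Shares of cells with a tag were compared after thinning each cell to 730997 gene tags, the 10th percentile of the kept cells, which left out 16 naïve and 2 pretreated cells. Start-site shares were taken over genes with at least 100 tags in both groups, with the deeper group thinned gene by gene for the number of genes with 2 or more sites of at least 10%. The leading site of a gene is the one with the largest sum of its shares of all gene tags in both groups.

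The genes named are the 5 with the highest and the 5 with the lowest log2 ratio among genes with at least 50 CPM in either group and a tag in at least 20% of the cells of a group, and the 5 list genes with the highest mean CPM. For start sites they are the 5 genes with the largest share difference at any site, with at least 10 cells that have the gene in both groups, and the 3 list genes with the largest such difference. On cells simulated from the real means and library sizes of 15046 genes, 200 genes were given planted log2 ratios of either sign. Those planted at 1 came back with a median of 1.02, and unplanted genes with a median of -0.04. The simulated cells had no minimum for a peak, so they do not test the effect of listing called peaks alone.

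Near-identical copies of genes were sought after the data had been seen, by aligning the first 50 bases of each named transcript to all vM21 transcripts with BLAST 2.17.0. A gene had a copy if a transcript of another gene matched over at least 45 bases at 95% identity or more, which held for 3386 of 16957 genes. The location of the match was not checked, so a gene that overlaps another at the same place can count as having a copy. Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Alternatives covered how cells were combined, which cells were kept, scaling, filters, pseudocount, annotation, strand, merging of sites and genes with copies.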

Results

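Transcription start sites were profiled in single mouse embryonic fibroblasts treated with interferon-beta for 1 h, 96 without and 96 with an earlier treatment that the labels do not specify. The study's stated purpose was to find alternative start sites in interferon-stimulated fibroblasts. The comparison its labels allow is pretreated against naïve cells at 1 h. After the filter on depth, 92 naïve and 85 pretreated cells remained. Every group value below is 1 sample made of many cells, with no replicate, so intervals give counting error and no difference was tested.

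The kept naïve cells had a median of 2305628 total tags (range 305066 to 3857034) and the pretreated cells 2650490 (502374 to 13174313). Peaks held 90.1% of all naïve tags and 84.6% of all pretreated tags. The median number of peaks per cell was 5231.5 in naïve and 6605 in pretreated cells. The median focus ratio of a cell's peaks, the fraction of tags near the main position of the peak, was 0.978 in naïve and 0.947 in pretreated cells. The number of genes with at least 1 tag had a median of 2907 per naïve cell (interquartile range 2683.75 to 3027) and 3563 per pretreated cell (3457 to 3676), a difference of 656. After thinning, which left 76 and 83 cells, the medians were 2904.5 and 3571. Thinning had almost no effect on these medians. It could hardly have one, because listed peaks had to reach a minimum scaled to the cell's tags and were not called again. It is therefore no test of depth for genes per cell.

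Shares in this paragraph are of the tags in peaks that the tables cover, not of all tags. Since peaks held 90.1% of all naïve and 84.6% of all pretreated tags, the promoter gaps are smaller over all tags. By the GENCODE table, 66.99% of naïve tags (95% binomial interval 66.985 to 66.999) and 74.6% of pretreated tags (74.598 to 74.609) lay in promoter windows. Intron windows held 8.68% of naïve and 4.74% of pretreated tags, and intergenic windows 4.29% and 2.60%. Promoter shares were also higher in pretreated cells by the RefSeq table, 53.9% against 64.3%, and by the UCSC table, 56.003% against 66.8%.

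The files of the groups also differed in which sequences they listed. Tags on the mitochondrial chromosome made up 0.759% of naïve tags in peaks and were found in 92 of 92 naïve cells, while none of the 242515206 tags in peaks of pretreated cells lay there. Unplaced or random sequence held 393 peaks in naïve cells and 0 in pretreated cells. Nuclear genes that match a mitochondrial transcript held 1124882 tags in pretreated cells, in 85 of 85 cells, and 128 tags in naïve cells. Annotated pseudogenes held 4.62% of the tags in peaks of naïve cells and 1.84% of those of pretreated cells. Among 168 start sites that at least 80% of the cells of a group listed, 37 were listed in no pretreated cell and 11 in no naïve cell. Of these 48 sites, 34 (70.8%, 95% binomial interval 55.9 to 83.05) belonged to genes with a near-identical copy. Among the 91 such sites that at least 20% of the cells of the other group also listed, the share was 24 (26.4%, 17.7 to 36.7). For 12 of the 48 sites, at least 20% of the cells of the other group listed a peak of the same gene and strand within 50 bp, and for 26 none did. Aligner and filters are not stated for either group, so a difference in how the files were made and the pretreatment cannot be told apart for these sites.

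**Figure D1:**
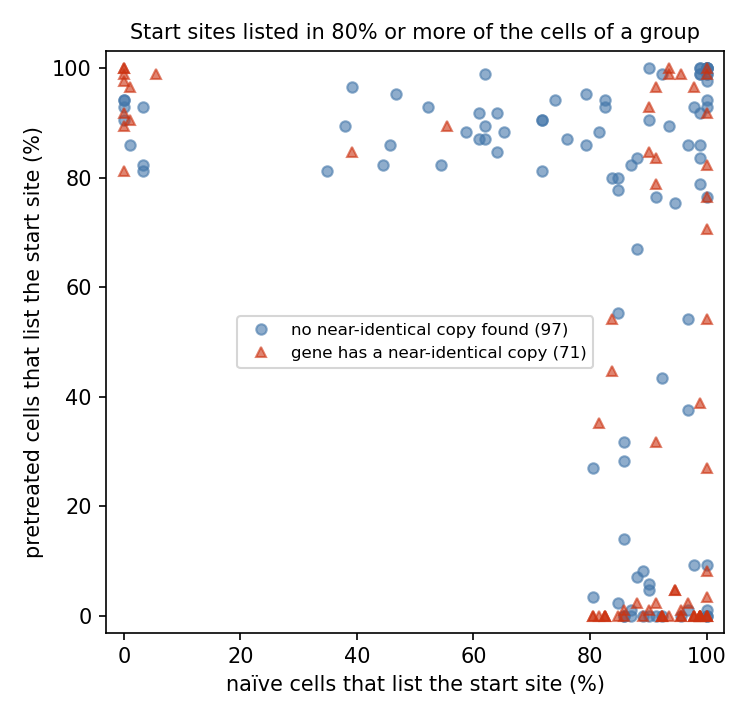
Each point is 1 of the 168 start sites that at least 80% of the kept cells of a group listed, placed by the percentage of naïve cells (x axis) and of pretreated cells (y axis) that listed it. Triangles mark genes with a near-identical copy, circles genes without, and the points along the bottom and left edges include the 48 sites that 1 group listed in no cell.

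Interferon-responsive genes were higher in pretreated cells. Of the 95 genes of the list, 71 reached 50 CPM in either group, and 64 of these were higher and 7 lower in pretreated cells. Their median log2 ratio was 1.59 (quartiles 0.54 and 3.09), against 0.14 for all genes that passed the same filter. The median lay above all 10000 random lists matched on expression, whose central 95% ran from -0.15 to 0.44. It does not depend on the value of the 1 list gene at 0 tags in naïve cells, which has the highest rank. The alternative that moved the median most was a minimum of 200 CPM, which gave 2.53. Odd- and even-numbered cells alone gave 1.89 and 1.88. With median-of-ratios scaling, 60 of the 71 genes were higher and 11 lower.

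The list took 1.29% of naïve gene tags (1760045 tags, 95% binomial interval 1.2923 to 1.2961) and 4.31% of pretreated gene tags (7881338 tags, 4.3089 to 4.3148). The log2 ratio of these shares was 1.74, and 1.99 without its most abundant gene, Ifitm3. Restricting all genes to start sites listed in at least 20% of the cells of both groups moved the log2 ratio of the shares most, to 2.57. Naïve cells had 43.3 list peaks per cell and pretreated cells 119. Scaled to 10000000 tags of the cell, the mean list peak held 2055 tags in naïve and 2368 in pretreated cells, while the mean peak of all genes held 1798 and 1335. Unscaled, the mean list peak held 441 and 779 tags and the mean gene peak 399 and 450. In single cells the list share ranged from 0.288% to 3.76% (median 1.18%) in naïve and from 1.73% to 6.99% (median 4.36%) in pretreated cells.

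**Figure D2:**
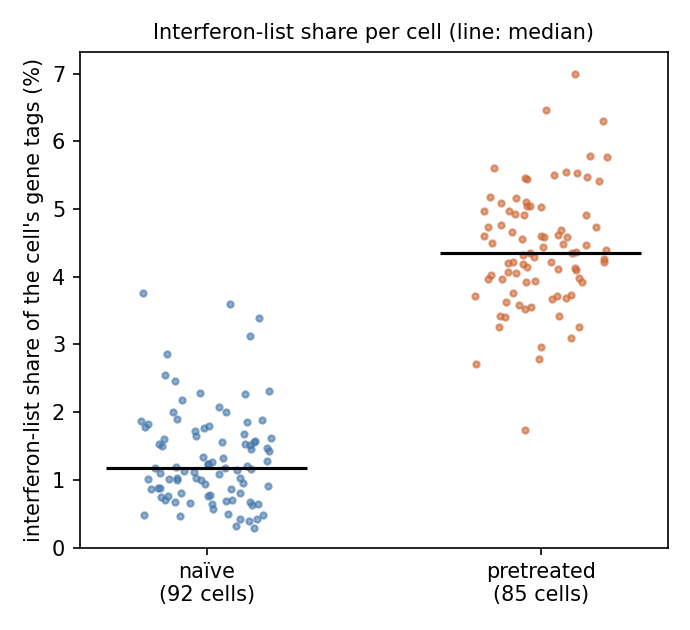
Share of each kept cell's gene tags that fell on the interferon list, in percent, for 92 naïve and 85 pretreated cells. Each point is 1 cell and the lines mark the medians, 1.18% and 4.36%; cells are not replicates.

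List genes were also listed in more of the pretreated cells. After thinning, the median over the list of the share of cells with a tag was 38.2% in naïve and 89.2% in pretreated cells. The median difference was 46.3 percentage points, with 67 list genes higher and 2 lower, against 11.4 points over the other genes that passed the filter. Without thinning the median difference was 44.4 points. Thinning listed peaks hardly removes a gene from a cell, so these values do not test depth. A cell without a tag is one with no listed peak of the gene, not one shown to lack the RNA. Since fewer naïve cells list most of these genes, unlisted tags may raise the list's log2 ratios and their median.

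Among the most abundant list genes, the smallest change was in Ifitm3 (chromosome 7), with 4902 CPM in naïve (666604 tags) and 11149 CPM in pretreated cells (2037760 tags), a log2 ratio of 1.19 (counting interval 1.18 to 1.19). B2m (chromosome 2) rose from 467 to 4192 CPM, a log2 ratio of 3.17 (3.16 to 3.18), with tags in every kept cell of both groups. Usp18 (chromosome 6) had 568 CPM in naïve and 1705 CPM in pretreated cells, a log2 ratio of 1.59 (1.58 to 1.60). Its tags were found in 78 of 92 naïve and 85 of 85 pretreated cells. Lgals9 (chromosome 11) had 188 and 1877 CPM, a log2 ratio of 3.32 (3.30 to 3.34). Bst2 (chromosome 8) had 53.03 and 1805 CPM, a log2 ratio of 5.09 (5.06 to 5.12), with tags in 35 naïve and 85 pretreated cells. Tags under the minimum for a peak are missing from these sums. Where fewer naïve than pretreated cells list a gene, this may raise its ratio, which the interval does not cover. The 5 ratios kept their sign under every alternative that could be computed for them. The lowest ratio in the list, chosen after its values were seen, was that of Ifi203 at -4.02, with 77.4 CPM in naïve and 4.75 CPM in pretreated cells. Ifi203 has a near-identical copy, so its value is uncertain.

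**Figure D3:**
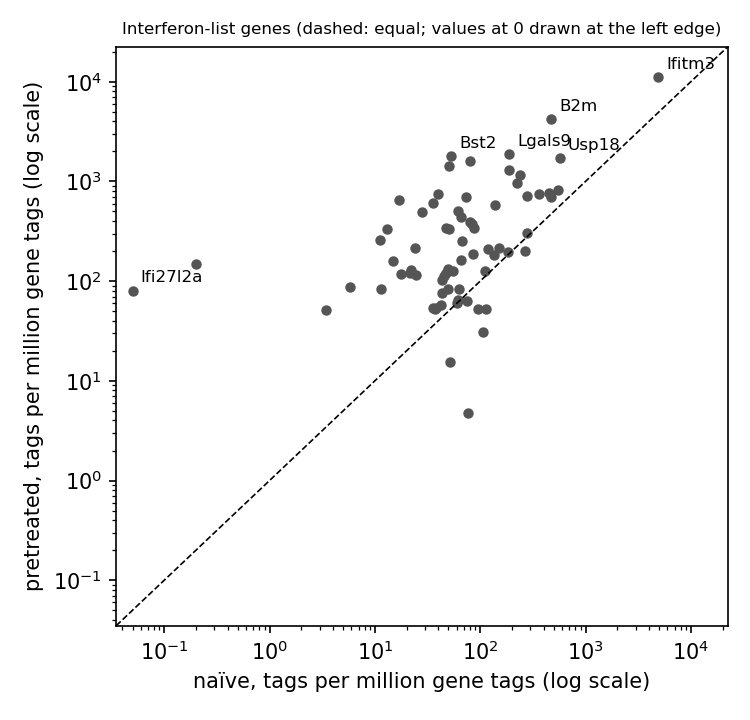
CPM (tags per 1000000 gene tags) of the 71 interferon-list genes that reached 50 CPM in either group, naïve on the x axis and pretreated on the y axis, both on log scales. Each point is 1 gene, the dashed line marks equal values and 64 points lie above it; Ifi27l2a, listed at 0 in naïve cells, is drawn near the left edge.

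Across all genes, 3620 had at least 50 CPM in either group and a tag in at least 20% of the cells of a group. Their log2 ratios had a median of 0.16, with 5th and 95th percentiles of -2.67 and 1.93. Median-of-ratios scaling shifted all ratios by 0.16 on this scale. Across these genes, which are not independent replicates, the groups' log2 CPM correlated with Pearson's r of 0.55 and Spearman's rho of 0.59.

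The genes at both extremes were listed in 1 group alone, so they have no fold. The 5 highest were Gm13340 (487461 tags, 2667 CPM), Gm13341 (456514 tags, 2498 CPM), Gm11410 (343143 tags, 1877 CPM), Gm10222 (104002 tags, 569 CPM) and Ifi27l2a (14685 tags, 80.3 CPM). All 5 were listed at 0 in naïve cells. Gm13340 and Gm13341, with windows at positions 22445096 to 22445245 and 22444230 to 22444379 of chromosome 2 (mm9), are annotated as pseudogenes, as are Gm11410 and Gm10222. Gm13340, Gm13341 and Gm10222 match mitochondrial transcripts. Ifi27l2a is a list gene, was found in 44 of 85 pretreated cells, and had its main window in an exon, 703 bp from the annotated start. The 5 lowest were Rpl34-ps1 (100247 tags, 737 CPM), Rps18-ps1 (90038 tags, 662 CPM), Gm10059 (65414 tags, 481 CPM), Gm15218 (41024 tags, 302 CPM) and Gm7618 (33521 tags, 246 CPM), all listed at 0 in pretreated cells. Each was found in 91 or 92 of the 92 naïve cells. All but Gm15218, a long non-coding RNA, are annotated as processed pseudogenes. Because pseudogenes share reads with other genes, the values of these 8 pseudogenes are uncertain as measures of expression. So is that of Gm15218, which has a near-identical copy.

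Start-site use was compared over 10792 genes with at least 100 tags in both groups. Of these, 78.9% (95% binomial interval 78.1 to 79.7) in naïve and 79.6% (78.8 to 80.4) in pretreated cells had 2 or more sites that each held at least 10% of the gene's tags. The difference of 0.695 percentage points lay within the counting intervals, and its sign changed under several alternatives. Requiring 20% of the tags per site gave -3.01 points. Promoter windows alone moved it most, to 5.57 points.

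The leading site of a gene held a median of 25.2% of its tags in naïve and 15.95% in pretreated cells, a difference of -9.25 percentage points. The difference changed sign, to 2.66 points, when windows of a gene within 150 bp of the next were chained into 1 site. At the level of single windows, the window with most tags was also found in each group alone. It was the same in both groups for 21.5% of the 6154 genes with at least 10 cells in both. Of all windows, 77.6% were seen in a single cell.

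The 5 genes with the largest share differences between the groups each had a window listed in 1 group alone. In all but Ptma, most tags of the other group lay in other windows within 50 bp of the window named. In Gm11598, a window at 100104497 to 100104646 of chromosome 11 held 100% of 32794 pretreated tags and 0% of 23263 naïve tags. In that gene 80.4% of naïve tags lay in a window that starts 8 bp further on, at 100104505. A window of Gm6181 (chromosome 7, 60010701 to 60010850) went from 0% to 100%, while 49.8% of naïve tags lay in the window that starts at 60010706. A window of Rpl38-ps1 (chromosome 4, 137981581 to 137981730) went from 100% to 0%, while 54.1% of pretreated tags lay in the window that starts at 137981573. Within 50 bp of the named window lay 100% of the tags of both groups in Gm11598, Gm6181 and Rpl38-ps1. A promoter window of H2afz (chromosome 3, 137527480 to 137527629, + strand) held 99.95% of 633482 naïve tags and was listed at 0 among 37919 pretreated tags of the gene. Other promoter windows held the pretreated tags, led by the one that starts at 137527457 with 28.7%, and 81.8% of pretreated tags lay within 50 bp of the named window. A promoter window of Ptma (chromosome 1, 88423223 to 88423372, + strand) held 99.8% of 236677 naïve tags from 92 cells. It was likewise listed at 0 in pretreated cells. There the gene had 2822 tags from 12 cells, none of them within 50 bp of this window. Most pretreated cells thus listed no peak of Ptma, and its pretreated shares rest on few cells. A near-identical copy was found for each of these genes except Ptma.

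Of the list genes, Ifit3b, which has a near-identical copy, differed most. A promoter window (chromosome 19, 34682348 to 34682497, + strand) held 0% of 38099 naïve tags and 91.6% of 54921 pretreated tags (95% binomial interval 91.3 to 91.8). The promoter window that starts 3 bp further on, at 34682351, held 94.2% of naïve and 3.32% of pretreated tags. Within 50 bp of the first lay 95.9% of naïve and 94.97% of pretreated tags. Isg15 had few tags. A promoter window (chromosome 4, 155574830 to 155574979, − strand) held 90.5% of 1080 naïve tags from 10 cells and 0% of 1981 pretreated tags from 16 cells; within 50 bp of it lay 97.6% and 3.89%. Ifitm3 had the most tags of the 3. Its window at 148196524 to 148196673 of chromosome 7 (− strand), in the promoter, held 2.51% of naïve (2.47 to 2.55) and 84.8% of pretreated tags (84.77 to 84.87). The window that led in naïve cells, at 148196537 to 148196686, held 45.1% of naïve and 14.9% of pretreated tags. Within 50 bp of the first window lay 99.5% of naïve and 99.9% of pretreated tags. Odd- and even-numbered cells alone gave differences of 82.97 and 82.2 points for the first of these windows.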

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

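The results here concern tags on sequences outside the cluster tables and tags antisense to the named gene. None of them entered a main gene, list or start-site value of the report. Antisense tags did enter the alternative with peaks on both strands. The tests of the missing sequences and of neighbouring genes were chosen after their results were seen; the test of strand errors was not.

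On the mitochondrial chromosome lay 0.759% of the naïve tags in peaks, in all 92 kept naïve cells, and none of the pretreated tags. Unplaced or random sequence held 0.0325% of the naïve tags in peaks, in 91 cells, and none of the pretreated tags. A candidate explanation is that the reads of the groups were aligned to different sets of sequences, or that peaks outside the numbered and sex chromosomes were removed in 1 group. Both kinds of sequence are missing from the same group, with 1287 mitochondrial and 393 unplaced or random peaks in naïve cells and 0 of each in pretreated cells. Nuclear genes that match mitochondrial transcripts went the other way, from 128 to 1124882 tags, which a reference without the mitochondrial chromosome would give. The mitochondrial chromosome and those copies together held 0.464% of pretreated and 0.759% of naïve tags in peaks. Less mitochondrial RNA in pretreated cells may add to the difference in these shares. It cannot be told apart from reads that match no nuclear copy, which would be lost without a mitochondrial reference.

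Tags antisense to the gene that the GENCODE table names made up 10.2% of naïve and 11.4% of pretreated tags in the peaks that the tables cover. Reads given the wrong strand would lie near sense peaks, but only 3.73% of antisense tags lay within 150 bp of a sense peak of the same cell. Genes of the other strand that start close by, and that the table does not name, may account for most of them. By GENCODE vM21, 79.4% of antisense tags belonged to genes with a start of a gene of the other strand within 1000 bp, against 24.5% of sense tags. The RefSeq table named a gene on the strand of the peak for 32.6% of antisense tags, so it places part of them. Since every window in the tables is listed on the + strand, the annotation did not use strand. Antisense RNA as a biological source was not tested and stays open.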

How the results depend on the processing

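Alternatives with start sites listed in both groups, the RefSeq table for expression, peaks on both strands, protein-coding genes, header totals, genes without a copy, promoter sites and chained windows were chosen after the data had been seen. The others were fixed beforehand. No paired analysis was possible because no result comes from a test and the cell number only names a cell. The UCSC table was not run as an annotation, since its identifiers carry no gene symbols here.

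The median log2 ratio and the log2 ratio of the shares of the interferon list stayed above 0 under every alternative run, though most moved them by more than their narrow counting intervals. The main values were 1.59 and 1.74. With the highest cell of each gene left out they were 1.84 and 1.82, in odd-numbered cells 1.89 and 1.84, in even-numbered cells 1.88 and 1.66, and under median-of-ratios scaling 1.43 and 1.58. The RefSeq table gave 1.72 and 1.79, header totals 1.52 and 1.67, protein-coding genes 1.66 and 1.65, and genes without a copy 2.06 and 1.73. Start sites listed in at least 20% of the cells of both groups gave 1.76 and 2.57. The median alone moved to 1.33 without a filter on low values and to 2.53 at 200 CPM or more. The ratio of the shares alone moved to 1.73 as a mean over cells, 1.74 (1.7446) in cells with at least 50% of the median total, 1.70 without mitochondrial and ribosomal protein genes in the total, and 1.69 with peaks on both strands. The cause of these shifts was not tested.

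The difference in genes per cell was 656, and that in the share of cells with a tag for list genes 46.3 points. Both kept their sign under each alternative run, and no interval suited to these medians was computed. The first ranged from 635 to 666.5. The second was 44.4 points without thinning and 51.6 points when thinned to 2 times the depth, which keeps the deeper cells alone. Thinning listed peaks hardly removes a gene from a cell, so the thinned alternatives are no test of depth. The minimum of 5 tags changed neither value, and could not, since no peak of a gene held fewer than 5 tags.

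The difference in the share of genes with more than 1 start site (main 0.695 points) took both signs. It was -0.731 at 500 tags per gene, -0.778 with mean shares per cell, 1.86 in odd-numbered cells, -2.03 with the highest cell of each gene left out and -3.01 at 20% of the tags per site. Promoter sites gave 5.57 and chained windows -3.76. No direction can be given for it.

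The difference in the median share of the leading start site (main -9.25 points) was -7.49 at 500 tags per gene, -3.62 with mean shares per cell, -13.8 in odd-numbered cells, -5.92 with the highest cell of each gene left out and -6.83 with promoter sites. It was 0 at start sites listed in both groups, where most of the 562 genes had 1 such site, a result that this selection fixes. It reversed to 2.66 with chained windows, whose construction joins neighbouring positions.

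Of the named genes, the 57 alternative values of the 5 log2 ratios and the 81 of the 10 differences in CPM kept their sign. So did the 51 alternative values of the 8 share differences at start sites. These signs also hold where the files differ for technical reasons, so they are no evidence on the cause. Some named genes had no value in the RefSeq table or at shared start sites.

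The minimum for a peak, which is scaled to the tags of the cell, limits the low genes. Only called peaks are listed, so a gene at 0 in a cell can have had too few tags for a peak, and 77.6% of all windows rest on a single cell.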

Other observations

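Tests of near-identical copies, depth and chance sampling were set down before their results were seen. Those of shared start sites, of single cells, of chained windows and of the gap in leading sites between and within groups were chosen after.

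The higher interferon list in pretreated cells was set against technical explanations. Near-identical copies that the files place differently may move single genes such as Ifit3b, but without genes that have a copy the list's median log2 ratio was 2.06 over 58 genes, above the central 95% of random lists (-0.22 to 0.35). At start sites listed in at least 20% of the cells of both groups, 6 list genes remained, all 6 higher, with a median of 1.76 (random lists -0.76 to 1.03). In cells of 2000000 to 3000000 total tags, 28 naïve and 34 pretreated, the median was 1.99 (random lists -0.17 to 0.41), which speaks against depth. All 85 pretreated cells had a list share above the median naïve cell, and 65 lay above the highest naïve cell, which speaks against a few cells carrying the list. What stays open is any difference between cultures, plates or sequencing runs, which the labels do not give and which cannot be told apart from the pretreatment. A lasting effect of an earlier exposure to interferon would be consistent with these values, but the labels do not say what the pretreatment was, and no value here tests it.

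Start sites listed in most cells of 1 group and in no cell of the other may come from near-identical copies whose reads the files of the groups place differently. Of 48 such sites, 70.8% belonged to genes with a copy, against 26.4% of the 91 sites that both groups shared. Some of these copies may be genes that overlap at the same place, since the location of a match was not checked. Naïve cells listed 22 pseudogenes among their 37 sites, and pretreated cells 6 among 11. These sites held 1.91% of naïve and 0.970% of pretreated gene tags. For the 14 sites of genes without a copy by this rule, the explanation has no such evidence but is not excluded. The rule looked at the first 50 bases of transcripts alone, and 2 of the 14, in Gm15501 and Gm7180, are in annotated pseudogenes. At 4 of these 14, at least 20% of the cells of the other group listed a peak of the gene within 50 bp. A change of position by at most 50 bp may therefore be part of the difference there. Such a peak was listed in 92 naïve cells for Nlrc4 and 61 for Gm7180, but in 34 for Ifit3 and 35 for Timm17a. Most naïve cells thus listed no peak close by for Ifit3 and Timm17a, which a change of position alone does not explain. Ifit3 as a gene had tags in 40 naïve and 85 pretreated cells. At 7 of the 14, no cell of the other group listed a peak of the gene within 50 bp. There a change of promoter use, an unfound copy and another difference in how the files were made stay open.

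Few genes had the same leading start site in both groups when it was taken in each group alone. For this comparison the leading site is the window with most of the gene's tags in the set of cells named. Chance sampling of few start positions per cell may be a large part of this. Over 3457 genes, odd- and even-numbered cells shared the leading site in 37.4% of genes within the naïve group and in 36.97% within the pretreated group. Across groups the shares were 23.5% and 26.4%. Most genes thus differed in their leading window even between cells of 1 group. The gap between the shares within and across groups is larger than the counting intervals, which argues against chance sampling as the whole cause, and a difference in how the files were made or in promoter use stays open for it. The share of the leading site defined over both groups together was lower in pretreated cells. This may reflect tags spread over neighbouring positions, since chaining windows within 150 bp turned the difference from -9.25 to 2.66 percentage points. The lower median focus ratio of pretreated cells, 0.947 against 0.978, goes the same way. No biological explanation was tested for this spread.

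Ifit1, a list gene, illustrates what the annotation leaves out; it was chosen after its values were seen. Ifit1bl2 had 106044 antisense tags in 68 naïve cells and 290889 in 84 pretreated cells. By GENCODE vM21, Ifit1 starts on the other strand 128 bp from a start of Ifit1bl2. The tags assigned to Ifit1 itself were 18333 and 33109. The gene value of Ifit1 therefore may hold a small part of its tags, in keeping with the 79.4% of antisense tags that have such a neighbour.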
